# The hepatokine fetuin-A disrupts functional maturation of pancreatic beta cells

**DOI:** 10.1007/s00125-021-05435-1

**Published:** 2021-03-25

**Authors:** Felicia Gerst, Elisabeth Kemter, Estela Lorza-Gil, Gabriele Kaiser, Ann-Kathrin Fritz, Rita Nano, Lorenzo Piemonti, Marie Gauder, Andreas Dahl, Silvio Nadalin, Alfred Königsrainer, Falko Fend, Andreas L. Birkenfeld, Robert Wagner, Martin Heni, Norbert Stefan, Eckhard Wolf, Hans-Ulrich Häring, Susanne Ullrich

**Keywords:** Adaptive proliferation, Fetuin-A, FOXM1, Functional maturity, Pancreatic beta cells, TGFBR–SMAD2/3

## Abstract

**Aims/hypothesis:**

Neonatal beta cells carry out a programme of postnatal functional maturation to achieve full glucose responsiveness. A partial loss of the mature phenotype of adult beta cells may contribute to a reduction of functional beta cell mass and accelerate the onset of type 2 diabetes. We previously found that fetuin-A, a hepatokine increasingly secreted by the fatty liver and a determinant of type 2 diabetes, inhibits glucose-stimulated insulin secretion (GSIS) of human islets. Since fetuin-A is a ubiquitous fetal glycoprotein that declines peripartum, we examined here whether fetuin-A interferes with the functional maturity of beta cells.

**Methods:**

The effects of fetuin-A were assessed during in vitro maturation of porcine neonatal islet cell clusters (NICCs) and in adult human islets. Expression alterations were examined via microarray, RNA sequencing and reverse transcription quantitative real-time PCR (qRT-PCR), proteins were analysed by western blotting and immunostaining, and insulin secretion was quantified in static incubations.

**Results:**

NICC maturation was accompanied by the gain of glucose-responsive insulin secretion (twofold stimulation), backed up by mRNA upregulation of genes governing beta cell identity and function, such as *NEUROD1*, *UCN3*, *ABCC8* and *CASR* (Log_2_ fold change [Log_2_FC] > 1.6). An active TGFβ receptor (TGFBR)–SMAD2/3 pathway facilitates NICC maturation, since the TGFBR inhibitor SB431542 counteracted the upregulation of aforementioned genes and de-repressed *ALDOB*, a gene disallowed in mature beta cells. In fetuin-A-treated NICCs, upregulation of beta cell markers and the onset of glucose responsiveness were suppressed. Concomitantly, SMAD2/3 phosphorylation was inhibited. Transcriptome analysis confirmed inhibitory effects of fetuin-A and SB431542 on TGFβ-1- and SMAD2/3-regulated transcription. However, contrary to SB431542 and regardless of c*MYC* upregulation, fetuin-A inhibited beta cell proliferation (0.27 ± 0.08% vs 1.0  ± 0.1% Ki67-positive cells in control NICCs). This effect was sustained by reduced expression (Log_2_FC ≤ −2.4) of *FOXM1*, *CENPA*, *CDK1* or *TOP2A*. In agreement, the number of insulin-positive cells was lower in fetuin-A-treated NICCs than in control NICCs (14.4 ± 1.2% and 22.3 ± 1.1%, respectively). In adult human islets fetuin-A abolished glucose responsiveness, i.e. 1.7- and 1.1-fold change over 2.8 mmol/l glucose in control- and fetuin-A-cultured islets, respectively. In addition, fetuin-A reduced SMAD2/3 phosphorylation and suppressed expression of proliferative genes. Of note, in non-diabetic humans, plasma fetuin-A was negatively correlated (*p* = 0.013) with islet beta cell area.

**Conclusions/interpretation:**

Our results suggest that the perinatal decline of fetuin-A relieves TGFBR signalling in islets, a process that facilitates functional maturation of neonatal beta cells. Functional maturity remains revocable in later life, and the occurrence of a metabolically unhealthy milieu, such as liver steatosis and elevated plasma fetuin-A, can impair both function and adaptive proliferation of beta cells.

**Data availability:**

The RNAseq datasets and computer code produced in this study are available in the Gene Expression Omnibus (GEO): GSE144950; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144950

**Graphical abstract:**

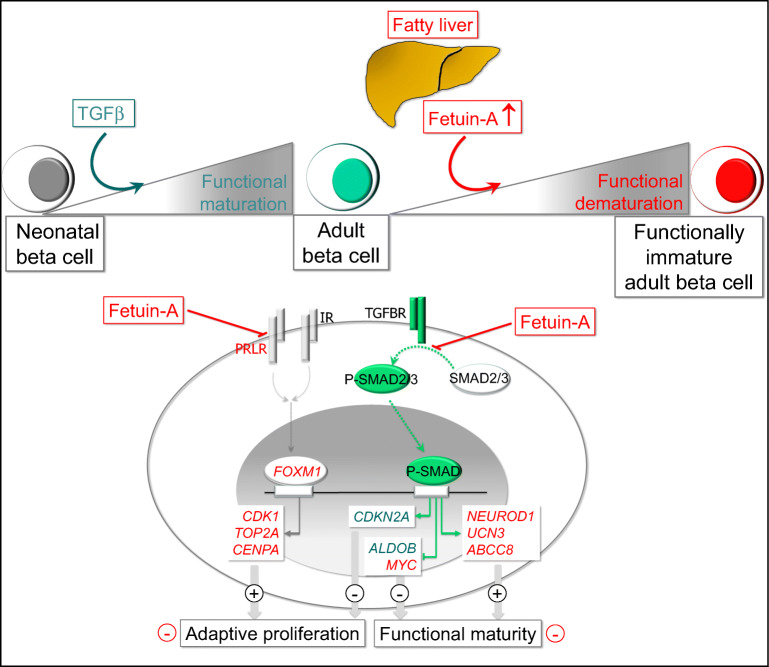

**Supplementary Information:**

The online version contains peer-reviewed but unedited supplementary material available at 10.1007/s00125-021-05435-1.

## Introduction

The functional characteristic of mature beta cells is glucose-stimulated insulin secretion (GSIS), defined as cell’s ability to secrete appropriate amounts of insulin in response to a stimulatory concentration of glucose [1, 2]. To achieve such a functional phenotype, neonatal beta cells undergo a tightly regulated process of maturation. A well-timed orchestrated upregulation of transcription factors, components of secretory machinery, proteins governing cell–cell and cell–extracellular matrix (ECM) interactions, as well as cell cycle inhibitors, are prerequisites for functional maturation [3–7]. Downregulation of genes abundantly expressed in immature beta cells complement the process [8]. The preservation of glucose responsiveness of adult beta cells is essential for healthy glucose homeostasis. However, GSIS declines with ageing or due to metabolic stress, resulting in insulin deficiency, which is the ultimate cause of diabetes onset. Growing evidence suggests that metabolic stress and insulin resistance curtail both endocrine identity and adaptive proliferation of beta cells [9].

Pancreatic endocrine specification is regulated by a plethora of signals including TGFβ–bone morphogenetic protein (BMP) [10]. In its most simple form, TGFβ–BMP signalling consists of receptor-mediated phosphorylation of SMAD transcription factors, a mandatory event for their nuclear translocation and activity. While the canonical TGFβ receptor (TGFBR) pathway relies on SMAD2/3, and BMP receptor activates SMAD1/5/8, there is crosstalk between the two signalling arms [11]. In addition, inhibitory SMAD6 and SMAD7 counteract receptor-mediated activation of SMAD transcription factors [12]. Previous work reported beneficial effects of TGFBR–SMAD signalling on beta cell function [10]. Thus, mice overexpressing SMAD7 in their islets developed diabetes, and induced pluripotent stem cell (iPSC)-derived beta cells treated with a TGFBR inhibitor prior to transplantation failed to restore normoglycaemia in recipient diabetic mice [13, 14].

Depending on cellular context, TGFBR signalling triggers either proliferation or differentiation, as the transcriptional outcome depends on post-translational modifications of SMADs, recruitment of co-factors and the epigenetic status of the chromatin [12]. In addition, inhibitory ligands compete for receptor binding [15]. Likewise, fetuin-A can bind TGFβ, thereby interfering with receptor activation [16]. Fetuin-A is a fetal glycoprotein that declines peripartum, but is increasingly secreted by hepatocytes of the fatty liver [17, 18]. Fetuin-A augments adipose tissue inflammation via activation of toll-like receptor 4 (TLR4), thereby being a major determinant of insulin resistance and type 2 diabetes [19, 20]. We previously found that fetuin-A inhibits GSIS in adult human islets [21].

Here, we investigated the mechanisms underlying the role of fetuin-A on beta cell maturation and proliferation. We used porcine neonatal islet cell clusters (NICCs), a primary cell system validated as a translational model for human islets [22]. In addition to their committed endocrine phenotype, NICCs possess intrinsic proliferative and maturation capacities, thereby being essentially different from adult beta cells, which are fully differentiated and refractory to proliferation.

## Methods

### Reagents and resources

Details of materials used are provided in the electronic supplementary material (ESM) Table 1.

### Isolation and culture of NICCs

German Landrace and Landrace-Yorkshire pigs were bred in the animal breeding facility of the Chair for Molecular Animal Breeding and Biotechnology (Munich, Germany) and NICCs were isolated as previously described [23]. Porcine pancreas (2–12-day-old piglets) was minced in Hanks’ balanced salt solution (HBSS, see ESM Methods) supplemented with 0.25% BSA, 10 mmol/l HEPES, 100 U/ml penicillin and 0.1 mg/ml streptomycin, transferred to HBSS containing 2 mg/ml collagenase V, and incubated for 120 min at 37°C. The digest was filtered and cultured in maintenance medium (see ESM Methods). At culture day (d)5–6, NICCs were placed in maturation medium supplemented with 0.6 mg/ml human serum albumin (HSA; see ESM Methods) or with human fetuin-A (0.6 mg/ml) and cultured for an additional 5 days with medium change every second day. TGFβ-1 (2 ng/ml), TLR4 inhibitor CLI-095 (5 μmol/l) or TGFBR1 inhibitor SB431542 (10 μmol/l) were added when indicated. Since FCS contains high amounts of fetuin-A, NICC maturation was conducted in FCS-free medium [24]. Domestic pig handling and NICCs isolation was approved by the veterinary authorities (district government of Bavaria) and was conducted in accordance with the German Animal Welfare Act.

### Isolated human islets

Human islets (ESM Table 2) were procured through the European Consortium for Islet Transplantation (ECIT) and cultured overnight in CMRL1066 medium (see ESM Methods). Afterwards, the islets were transferred to FCS-free medium supplemented with 0.6 mg/ml human fetuin-A or HSA (control) and cultured for an additional 2 days. CLI-095 (5 µmol/l) and TGFbeta-1 (2 ng/ml) were added during the 2 days or the last 1 h of culture, respectively. Ethics approval for the use of human islets was obtained from the Ethics Commission of the Medical Faculty of the University Hospital of Tuebingen (533/2010BO2 and 098/2017BO1) and from the ECIT centres. All experiments were performed in accordance with the abovementioned approvals, guidelines and regulations.

### Insulin secretion

NICCs and human islets were incubated in KRB containing (in mmol/l): 135 NaCl, 4.8 KCl, 1.2 Mg_2_SO_4_, 1.2 KH_2_PO_4_, 1.3 CaCl_2_, 5 NaHCO_3_, 10 HEPES (pH 7.4) and supplemented with 0.5% BSA. The islets were pre-incubated for 1 h in KRB supplemented with 2.8 mmol/l glucose followed by 1 h incubation in KRB containing glucose and test substances as indicated. Secreted insulin and insulin content were measured by ELISA or radioimmunoassay.

### Measurement of secreted TGFβ-1

At culture d5, NICCs were transferred to standard maturation medium (100 NICCs/3 ml) and cultured for an additional 5 days without medium change. On maturation days 1 (culture d6), 3 (culture d8) and 5 (culture d10) medium was collected for quantification of secreted TGFβ-1 and NICCs were lysed in RIPA buffer for protein measurement.

### Transcriptome analysis

#### RNA extraction and qRT-PCR

Total cellular RNA extracted from NICCs and human islets using a commercial kit was transcribed using random primers (Transcriptor First Strand kit, Roche, Germany). For reverse transcription quantitative real-time PCR (qRT-PCR), normalised gene expression was calculated as ratio of the cycle threshold (C_t_) values of target vs housekeeping gene (RPS13) transcripts ($$ {2}^{-\Delta  {\mathrm{C}}_{\mathrm{t}}} $$).

#### NICC transcriptome profiling with RNA sequencing

The mRNA was isolated from 0.2 μg total RNA (RNA integrity number [RIN] ≥ 9) and subjected to RNA sequencing (RNAseq) workflow as described in ESM Methods: Transcriptome analysis.

### Affymetrix microarray of adult human islets

The analysis was performed with RNA isolated from three distinct human islet preparations mixed in a ratio of 1:1:1. Therefore the differences in gene expression represent a mean of *n* = 3 independent islet preparations and all changes induced by fetuin-A are robust, donor-independent changes. Microarray analysis was performed using the Affymetrix GeneChip HG-U133 Plus2 GeneChip Array platform (Thermo Fischer Scientific, MA, USA) and primary data analysis was performed with Affymetrix software GeneChip Operating System (GCOS) v1.4.

### Human pancreatic resections

Patients (*n* = 22 non-diabetic; *n* = 32 with impaired glucose tolerance [IGT]/impaired fasting glucose [IFG] and *n* = 24 with type 2 diabetes, ESM Table 3) undergoing surgery for removal of pancreatic tumours provided written informed consent. Collection of human material and the study was approved by the Ethic Commission of Medical Faculty of the University of Tuebingen (697/2011BO1 and 355/2012BO2). Fasting blood samples were collected prior to anaesthesia and used to assess metabolic traits. Tumour-free pancreatic tissue was dissected, immediately fixed in 10% neutral buffered formalin and further processed for insulin immunostaining. Classification of normal glucose tolerance, IGT/IFG or type 2 diabetes was performed according to clinical history, fasting glucose and HbA_1c_ levels, using ADA criteria.

### Immunostaining

Isolated human islet cells (ECIT donors), whole NICCs and NICC cryosections were fixed in 4% formalin, permeabilised with ice-cold 0.2–1% Triton-X-100-PBS, blocked with 10% FCS-PBS, and incubated with primary antibodies against SMAD2/3, Ki67, p16/Ink4a or insulin (1:100 in 10% FCS-PBS), followed by incubation with anti-rabbit/anti-mouse Alexa-Fluor488/546-IgG (1:1000 in 10% FCS-PBS). Nuclei were stained with TOPRO3 or DAPI. Fluorescent imaging was performed with laser scanning confocal microscope (Leica Microsystems, Germany) or ApoTome System (Carl Zeiss Microscopy, Germany).

Tissue sections from formalin-fixed, paraffin-embedded human pancreatic resections were incubated overnight with anti-insulin antibody (1:1000) and visualised using the Opti-View DAB IHC detection system (Roche Ventana, Switzerland). Haematoxylin was used as counterstain. Light microscopy images were performed with an EVOS M5000 microscope (Thermo Fisher Scientific, Germany) and insulin-stained areas served for quantification of islet beta cell areas (Fig. 7 and ESM Fig. 4) using ImageJ (version 1.53a, NIH, USA) software.

### Western blotting

NICCs and human islets were lysed in RIPA buffer (see ESM Methods). Proteins were resolved on 8–12% SDS-PAGE and blotted onto nitrocellulose membranes. Membranes were blocked in Tris Buffered Saline (TBS) supplemented with 0.15% Tween-20 and 5% milk, incubated with primary antibodies (1:1000 in TBS supplemented with 0.15% Tween and 5% BSA), followed by incubation with horseradish peroxidase-coupled secondary antibody (1:2000 in TBS supplemented with 0.15% Tween and 5% milk). Proteins were detected with ChemiDoc Touch Imaging System (BioRad Laboratories, Germany) and analysed using BioRad ImageLab software (version 5.2.1).

### Quantification and statistical analysis

Data are presented as mean ± SEM. The number (*n*) of replicates and independent experiments are given in the respective figure legends. Statistical analysis, except the RNAseq data (see ESM Methods: Transcriptome analysis), was performed with GraphPad Prism (version 8.4.0) using one-way ANOVA and Tukey’s post hoc testing. Differences were considered statistically significant at *p* ≤ 0.05. Pathways and Gene Ontology (GO) enrichment analysis of RNAseq data were performed with the web version of the Ingenuity Pathway Analysis software (Qiagen, Germany; https://analysis.ingenuity.com/pa/) and with web-based application GOrilla (cbl-gorilla.cs.technion.ac.il; access date 20.07–23.07.2020), respectively.

Islets (pig and human) were randomly distributed and blindly assigned for the treatments. For quantification, histological samples were blinded using numbers and the slides analysed by a trained scientist. No experiments and results were excluded.

## Results

### Fetuin-A inhibits functional maturation of NICCs

To assess whether fetuin-A impacts on functional maturation of beta cells, NICCs were maturated in HSA- or fetuin-A-containing medium. HSA at a concentration identical to that of fetuin-A (0.6 mg/ml) was used as control, since fetuin-A and HSA are plasma components sharing similar characteristics as Ca^2+^- and fatty acid-binding proteins [25, 26]. Successful maturation was confirmed by upregulation of *INS*, *PDX1*, *NEUROD1*, *MAFA*, *GCK*, *SYT4* and *SYT7* mRNAs, paralleled by the increased number of insulin- and PDX1-positive cells (maturation d5 vs d1; Fig. 1a–h). Fetuin-A prevented upregulation of the aforementioned beta cell markers, an effect unsusceptible to the TLR4 inhibitor CLI-095. However, CLI-095 inhibited fetuin-A-induced increase of *IL1B* mRNA (Fig. 1i). Fetuin-A also reduced the number of insulin/PDX1-positive cells as well as the protein amount of PDX1 (Fig. 1h, j, k).

**Fig. 1:**
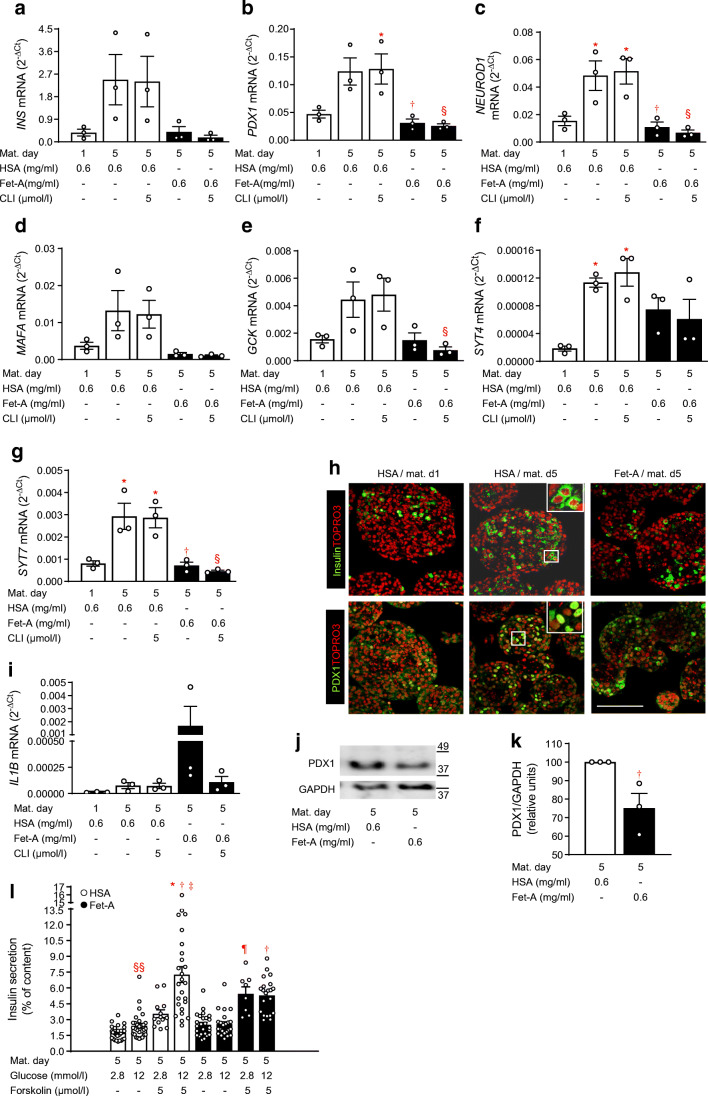
Fetuin-A impairs functional maturation of neonatal beta cells. NICCs were maturated for 5 days in maturation medium supplemented with HSA or fetuin-A and TLR4 inhibitor CLI-095 as indicated and described under Methods. (**a**–**g**; **i**) Relative mRNA levels (ΔC_t_ vs RPS13) assessed by qRT-PCR of (**a**) *INS* (encoding insulin), (**b**) *PDX1*, (**c**) *NEUROD1*, (**d**) *MAFA*, (**e**) *GCK* (encoding glucokinase), (**f**) *SYT4* (encoding synaptotagmin 4), (**g**) *SYT7* and (**i**) *IL1B*, expressed as mean ± SEM of *n* = 3 independent NICC preparations*.* (**h**) Representative confocal images from *n* = 4 independent NICC preparations immunostained for insulin (green; upper panels) or PDX1 (green; lower panels) at the beginning (HSA/mat. d1) and at the end of maturation in standard medium (HSA/mat. d5) or in the presence of fetuin-A (Fet-A/mat. d5); nuclei are stained with TOPRO3 (red); scale bar 100 μm. (**j**–**k**) Representative western blot of PDX1 in maturated NICCs in control (HSA/d5) or fetuin-A-supplemented (Fet-A/d5) medium and quantitative analysis expressed as mean ± SEM of *n* = 3 independent NICC preparations. (l) Insulin secretion expressed as % of insulin content of NICCs maturated in standard (HSA/d5; white bars) or fetuin-A-containing (Fet-A/d5; black bars) medium and presented as mean ± SEM of *n* = 8–30 replicates out of nine independent NICC preparations. (**a**–**g**, **k**) Significant differences (ANOVA) are: *p < 0.05 vs HSA/d1; ^†^*p* < 0.05 vs HSA/d5; ^§^*p* < 0.05 vs HSA + CLI/d5; (**l**) significant differences (ANOVA) are *p < 0.05 vs HSA/2.8 mmol/l glucose + forskolin; ^¶^*p* < 0.05 vs respective 2.8 mmol/l glucose (without forskolin); ^†^*p*< 0.05 vs respective 12 mmol/l glucose (without forskolin); ^‡^*p* < 0.05 vs Fet-A/12 mmol/l glucose + forskolin; ^§§^*p* < 0.01 (unpaired *t* test) vs HSA/2.8 mmol/l glucose. CLI, CLI-095; d, day; Fet-A, fetuin-A; Mat., maturation

Since HSA concentration was rather low and fetuin-A-containing medium was albumin-free, we assessed whether HSA per se interferes with NICC maturation. Neither omission of HSA nor the increase of HSA concentration (0.6 to 1.2 mg/ml) altered NICC maturation. Moreover, addition of HSA to fetuin-A (0.6 mg/ml each) did not counteract the inhibitory effect of fetuin-A (ESM Fig. 1a–g). Despite marked upregulation of functional beta cell genes, matured NICCs (HSA/maturation d5) acquired a modest GSIS (1.4-fold increase). Nonetheless, glucose responsiveness was significantly improved (twofold increase) in the presence of forskolin, an adenylate cyclase activator that increases the intracellular level of cAMP, bypassing membrane receptors (Fig. 1l and ESM Fig. 1h). Fetuin-A-cultured NICCs were glucose unresponsive even in the presence of forskolin. Of note, forskolin-elevated insulin secretion was glucose independent (Fig. 1l).

These results suggest that fetuin-A hinders functional maturation of neonatal beta cells in a TLR4-independent manner.

### Role of TGFBR–SMAD2/3 signalling for NICC maturation

Postnatal maturation of beta cells is accompanied by upregulation of p16/Ink4a (also known as cyclin-dependent kinase inhibitor 2A [encoded by *CDKN2A*]), a cell cycle inhibitor under positive regulation of TGFBR–SMAD2/3. NICC maturation (d5 vs d1) was accompanied by *CDKN2A* upregulation, while both immature (d1) and mature (d5) NICCs displayed p16/Ink4a-positive nuclei (Fig. 2a,b). Upregulation of *CDKN2A* was mediated by TGFBR–SMAD2/3 signalling, as it was inhibited by SB431542 and augmented by TGFβ-1 (Fig. 2a).

**Fig. 2:**
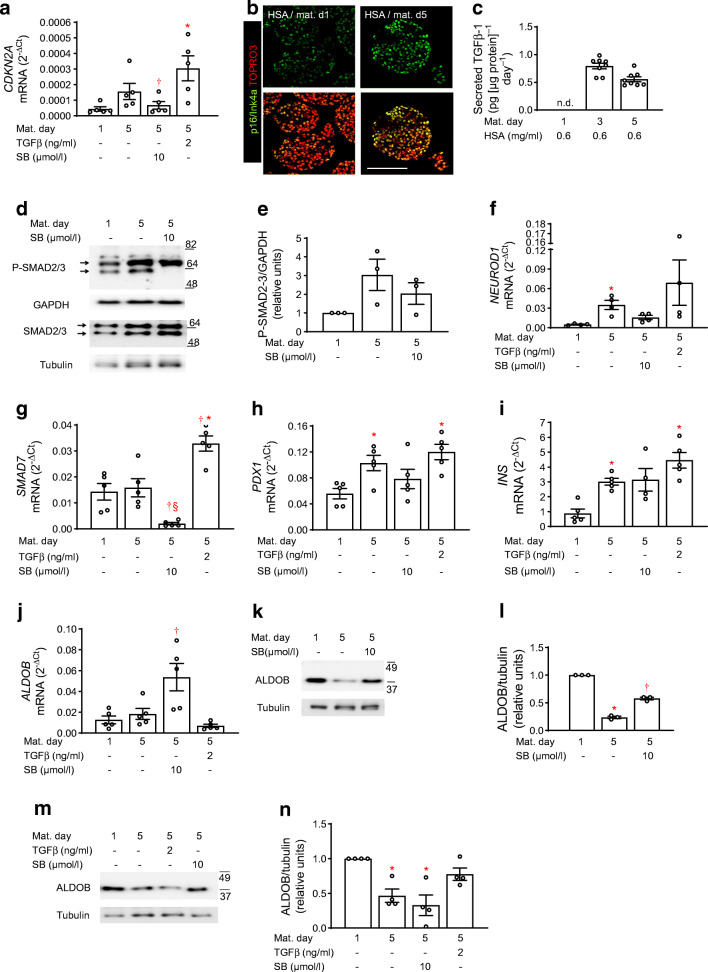
Inhibition of TGFBR signalling impairs NICC maturation. NICCs were maturated for 5 days in standard medium or in medium containing HSA + SB431542 or HSA + TGFβ-1 as indicated and described under Methods. (**a**; **f**–**j**) Relative mRNA levels (ΔC_t_ vs RPS13) assessed by qRT-PCR of (**a**) *CDKN2A* (encoding p16/Ink4a), (**f**) *NEUROD1*, (**g**) *SMAD7*, (**h**) *PDX1*, (**i**) *INS* and (**j**) *ALDOB*, expressed as mean ± SEM of *n* = 4–5 independent NICC preparations. (**b**) Representative confocal images from *n* = 4 independent NICC preparations immunostained for p16/Ink4a (green) at the beginning (HSA/mat. d1) and at the end (HSA/mat. d5) of maturation in standard medium; nuclei are stained with TOPRO3 (red); scale bar 100 μm. (**c**) TGFβ-1 (pg [μg protein]^−1^ day^−1^) secreted by NICCs into culture medium at maturation d1, d3 and d5 expressed as mean ± SEM of *n* = 8 distinct NICC preparations. (**d**, **e**; **k**–**n**) Representative western blots of (**d**, **e**) P-SMAD2/3 and SMAD2/3 and (**k**–**n**) ALDOB and respective quantitative analysis expressed as mean ± SEM of (**d**, **e**; **k**, **l**) *n* = 3 and (**m**, **n**) *n* = 4 independent NICC preparations; tubulin and GAPDH were used as loading controls. Significant effects (ANOVA) are *p < 0.05 vs maturation d1 (HSA/d1); ^†^*p* < 0.05 vs maturation d5 (HSA/d5); ^§^*p* < 0.05 vs TGFβ-1/d5. d, day; Mat. Maturation; SB, SB431542; TGFβ, TGFβ-1

TGFBR-dependent augmentation of *CDKN2A* expression during maturation is further corroborated by TGFβ-1 accumulation in culture medium, indicating constitutive expression and release of TGFβ-1 (Fig. 2c and ESM Fig. 1i). The secreted ligand can activate TGFBR with subsequent SMAD2/3 phosphorylation and *CDKN2A* upregulation (Fig. 2a–e). On the contrary, SB431542 reduced SMAD2/3 phosphorylation, i.e. the lower SMAD2/3 phosphoprotein-band disappeared, while the upper one was minimally affected (Fig. 2d,e). *NEUROD1* and *SMAD7* were revealed to be regulated by TGFBR–SMAD2/3, since SB431542 reduced both *SMAD7* mRNA levels and the increase of *NEUROD1* mRNA levels during maturation (Fig. 2f,g). SB431542 affected neither *PDX1* nor *INS* expression (Fig. 2h,i). An active TGFBR–SMAD2/3 pathway is essential for beta cell maturation, as endorsed by the observation that SB431542 increased, while TGFβ-1 decreased, the mRNA and protein levels of aldolase B (ALDOB), a marker of functionally immature as well as of human diabetic beta cells (Fig. 2j–n) [27, 28].

These findings indicate that selective expression of beta cell markers during NICC maturation requires an active TGFBR–SMAD2/3 pathway.

### Fetuin-A impairs TGFBR–SMAD2/3 signalling in NICCs

Next, we examined whether the effect of fetuin-A on NICC maturation was mediated by inhibition of TGFBR–SMAD2/3 signalling. Indeed, fetuin-A inhibited phosphorylation of SMAD2/3 (Fig. 3a–c). In accordance, fetuin-A recapitulated the effects of SB431542 on *SNAI1* and cMYC expression, two known targets of SMAD2/3 (Fig. 3d–h). Furthermore, fetuin-A counteracted upregulation of *UCN3*, *ABCC8*, *PCSK1* and *G6PC2*, an effect also exerted by SB431542 (Fig. 3i–l).

**Fig. 3:**
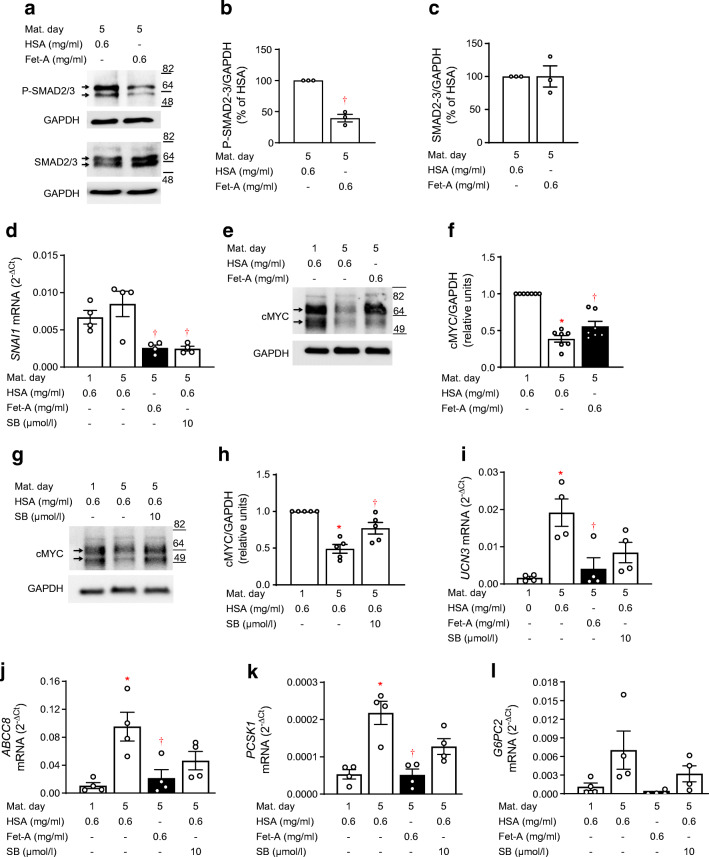
Fetuin-A inhibits TGFBR–SMAD2/3 signalling and NICC maturation. NICCs were maturated for 5 days in HSA- or fetuin-A-containing medium as described under Methods. (**a**–**c**; **e**–**h**) Representative western blots of (**a**–**c**) P-SMAD2/3 and SMAD2/3 and (**e**–**h**) cMYC and respective quantitative analysis expressed as mean ± SEM of (**a**–**c**) *n* = 3, (**e**, **f**) *n* = 7 and (**g**, **h**) *n* = 5 distinct NICC preparations. (**d**; **i**–**l**) Relative mRNA levels (ΔC_t_ vs RPS13) of (**d**) *SNAI1*, (**i**) *UCN3*, (**j**) *ABCC8*, (**k**) *PCSK1* and (**l**) *G6PC2* expressed as mean ± SEM of *n* = 4 independent NICC preparations; significant effects (ANOVA) are *p < 0.05 vs maturation d1; ^†^*p* < 0.05 vs HSA/maturation d5. d, day; Fet-A, fetuin-A; Mat. Maturation; SB, SB431542

To gain insight into the common and distinct effects of fetuin-A and SB431542 on NICC maturation, and to identify SMAD2/3-regulated genes potentially affected by fetuin-A, we performed comparative bulk RNAseq-based transcriptome analysis of NICCs cultured with fetuin-A, HSA, or HSA + SB431542. 

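The RNAseq experiment comprised 24 libraries of NICCs, which are clusters of islet cells prepared from the pancreas of newborn piglets, with 4 libraries in each of 6 conditions. HSA (human serum albumin, 0.6 mg/ml) was the control protein in the medium and was replaced by fetuin-A (0.6 mg/ml) in the Fet-A condition. SB431542 (10 μmol/l), an inhibitor of the kinase of TGFBR, was added to HSA in the HSA + SB condition. The sample labels count days of culture, so that the samples of maturation d1 are listed as day 6 and those of maturation d5 as day 10. They also list 4 libraries of HSA + LDN and 4 of HSA + SB + LDN at maturation d5, where LDN is a further addition to the medium that the paper's text does not name. The libraries came from 4 islet preparations, but no library is assigned to a preparation or to an age of the piglets, so libraries were treated as unpaired.

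The authors deposited the number of reads counted on each gene, without normalisation, as 1 column per library. A total of 6 libraries were listed as sequenced in 2 runs and have a single column, counted here as 1 sample. The table lists 25880 genes by their Ensembl identifiers, of which 4893 had no read in any library. Total counts ranged from 20772839 to 22967442 (median 21681512) in HSA/d1, from 19095896 to 22274149 (median 21433914) in HSA/d5, from 19758438 to 22825355 (median 21101866) in Fet-A/d5 and from 19533939 to 24346119 (median 20704138) in HSA + SB/d5. The sample labels state an average of 28000000 sequenced fragments per sample, and the values given here rest on the counted reads. The 10 most abundant genes took 7.71 ± 1.33% (SD, n = 4) of the counts in HSA/d1, 7.94 ± 0.617% (SD, n = 4) in HSA/d5, 8.44 ± 0.23% (SD, n = 4) in Fet-A/d5 and 7.94 ± 0.389% (SD, n = 4) in HSA + SB/d5. To find repeated deposits of a library, the counts of the 36 pairs of libraries of the same condition were compared. The chi-square per degree of freedom was between 15.5 and 90.1, where repeated counting of a single library gives about 1, and each library was counted as a separate sample.

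Genes were tested with edgeR's quasi-likelihood test on the counts after TMM normalisation, with all 24 libraries sharing one estimate of the spread and p values adjusted by the Benjamini-Hochberg method. The 14842 genes that passed edgeR's filter on low counts entered the test. A gene was counted as up- or downregulated at an absolute log2 fold change above 1 and an adjusted p below 0.05, the thresholds of the paper. Because the identifiers of the table were not paired with gene symbols here, results are given for sets of genes and not for the genes named by the paper.

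**Figure D1:**
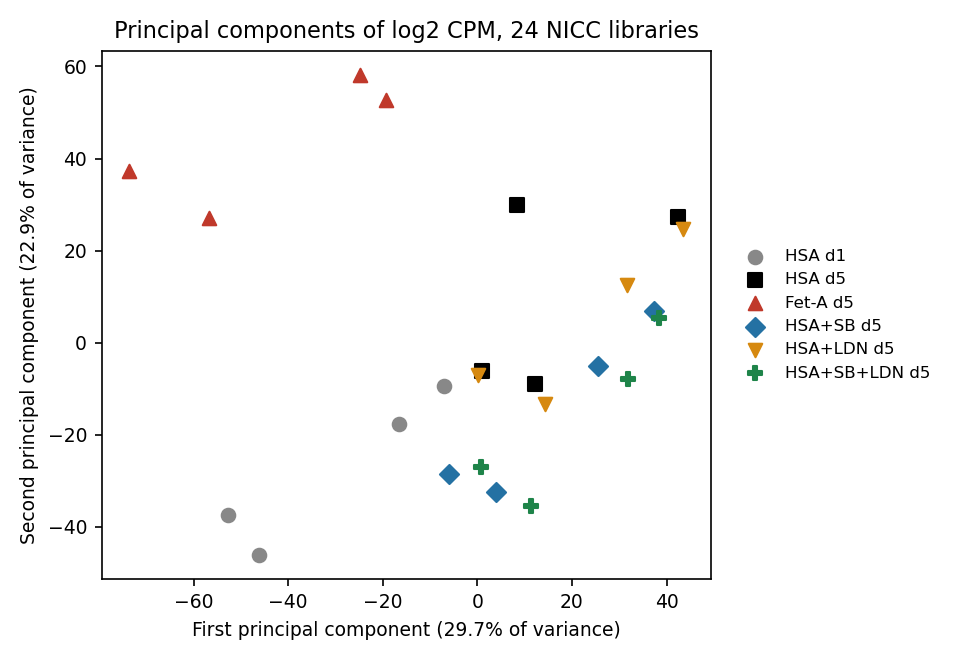
First and second principal components of log2 CPM (counts scaled to the total of each library after TMM normalisation) of the 14842 genes, 1 symbol per library and 4 libraries per condition. On the second component, the 4 HSA/d1 libraries lie between -46.1 and -9.38 and the 4 Fet-A/d5 libraries between 27.1 and 58.2. The 4 HSA/d5 libraries lie between -8.99 and 30.0 there and reach the range of Fet-A/d5. On the first component, HSA/d1 lies between -52.7 and -7.16, Fet-A/d5 between -73.6 and -19.2 and HSA/d5 between 0.987 and 42.4.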

Using +1 < Log_2_FC < −1 and *p* < 0.05 adjusted for multiple comparisons as thresholds, we found 882 up- and 328 downregulated genes following maturation (HSA; d5 vs d1) (ESM Table 4). 

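In the comparison of the 4 HSA/d5 with the 4 HSA/d1 libraries, 994 genes were upregulated and 329 were downregulated at these thresholds. The median log2 fold change was 1.49 among the upregulated and -1.44 among the downregulated genes. All 4 HSA/d5 libraries lay above all 4 HSA/d1 libraries, in CPM, for 807 of the upregulated genes (81.2%), and all 4 lay below for 238 of the downregulated genes (72.3%), whereas random values would separate 2 groups of 4 for 2.86% of genes. Such a share describes the genes called and is no further test of them, here or in the other comparisons, because they were called for a difference between the same groups. Without the fold change threshold, 5574 genes had an adjusted p below 0.05, 2800 of them higher and 2774 lower at d5. With each of the 8 libraries left out in turn, the number of upregulated genes stayed between 797 and 1120 and that of downregulated genes between 245 and 404. The numbers moved most when the log2 fold change was required to exceed 1 by a test of its own (edgeR's glmTreat), which left 84 upregulated and 30 downregulated genes.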

In the fetuin-A-treated NICCs (Fet-A/d5 vs HSA/d5) 423 genes were up- and 1198 were downregulated, while in the presence of SB431542, 156 and 289 genes were up- and downregulated, respectively (ESM Tables 5 and 6). In addition to the shared beta cell markers *NEUROD1, UCN3, ABCC8, PCSK1* and *CASR* (Fig. 4a), fetuin-A inhibited a larger set of genes than SB431542, including terms controlling differentiation (*PDX1*, *MAFA*, *MAFB*), insulin secretion (*G6PC2*, *SLC2A2*, *SLC30A8*, *SYT4/7/13*, membrane receptors) and adaptive proliferation (*FOXM1*, *CDK1*, *CENPA/F/E*, *TOP2A*) (Fig. 4a,b).

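Between the 4 Fet-A/d5 and the 4 HSA/d5 libraries, 273 genes were up- and 933 were downregulated. For 208 of the upregulated genes (76.2%) and 648 of the downregulated genes (69.4%) the 4 libraries of one condition did not overlap with the 4 of the other. The median log2 fold change of the downregulated genes was -1.60. At an adjusted p below 0.05 alone, 2712 genes were higher and 2572 lower with fetuin-A.

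In HSA + SB/d5 vs HSA/d5, 136 genes were up- and 223 were downregulated, with median log2 fold changes of 1.61 and -1.78. The libraries of the 2 conditions did not overlap for 114 of the upregulated (83.8%) and 176 of the downregulated genes (78.9%). Leaving out each library in turn changed the numbers for SB431542 to between 92 and 127 upregulated and between 144 and 269 downregulated genes, and those for fetuin-A to between 217 and 389 upregulated and between 756 and 1056 downregulated genes. The numbers for SB431542 depended more on the model. They were 68 and 91 when only the libraries of these 2 conditions were fitted. They were 280 and 371 with surrogate variables for unexplained differences between libraries as covariates.

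Among the genes changed by fetuin-A, some with the smallest p in each direction and no overlap between the libraries are given as examples, which were chosen after their values were seen. ENSSSCG00000036080 was at 24.6 ± 2.69 CPM (SD, n = 4) in HSA/d5, 7.03 ± 0.348 CPM (SD, n = 4) in Fet-A/d5 and 24.2 ± 2.82 CPM (SD, n = 4) in HSA + SB/d5. Its log2 fold change with fetuin-A was -1.81 (standard error 0.102, adjusted p = 9.89e-10 from edgeR's quasi-likelihood test). ENSSSCG00000034913 fell from 26.6 ± 2.73 CPM (SD, n = 4) to 7.75 ± 1.51 CPM (SD, n = 4) with fetuin-A and was at 25.8 ± 2.19 CPM (SD, n = 4) with SB431542. ENSSSCG00000000094 rose with fetuin-A from 130.2 ± 7.44 CPM (SD, n = 4) to 271.9 ± 21.2 CPM (SD, n = 4), and its log2 fold change with SB431542, 0.30, was below the threshold (standard error 0.0723, adjusted p = 0.0145 from the same test). ENSSSCG00000026981 rose with fetuin-A from 30.3 ± 3.9 CPM (SD, n = 4) to 63.3 ± 4.03 CPM (SD, n = 4). All 4 genes stayed past both thresholds when any of the 8 libraries was left out, but both upregulated genes lie close to the fold change threshold and were not called by glmTreat (adjusted p = 1 for each).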

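Fetuin-A lowered 933 genes past the thresholds and SB431542 lowered 223. Since a gene past the thresholds in one comparison and not in the other need not differ between the treatments, Fet-A/d5 was also tested against HSA + SB/d5 directly. In this comparison 1008 genes were lower and 514 higher with fetuin-A, and the 4 libraries of each treatment did not overlap for 806 and 431 of them, respectively. Of the genes that fetuin-A downregulated relative to HSA, 619 were also lower with fetuin-A than with SB431542. Conversely, 105 of the genes that SB431542 downregulated were lower with SB431542 than with fetuin-A. The Fet-A/d5 libraries enter both comparisons behind the 619 genes, and the HSA + SB/d5 libraries both behind the 105. Chance variation in them adds to these overlaps, which were not repeated with separate libraries. With each of the 8 libraries of the 2 treatments left out in turn, the number of genes that differed between them, 1522 over both directions, stayed between 1291 and 1648. The paper states that the larger set contains genes of differentiation, insulin secretion and adaptive proliferation, beyond the beta cell markers shared with SB431542. These genes were not looked up here.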

**Fig. 4:**
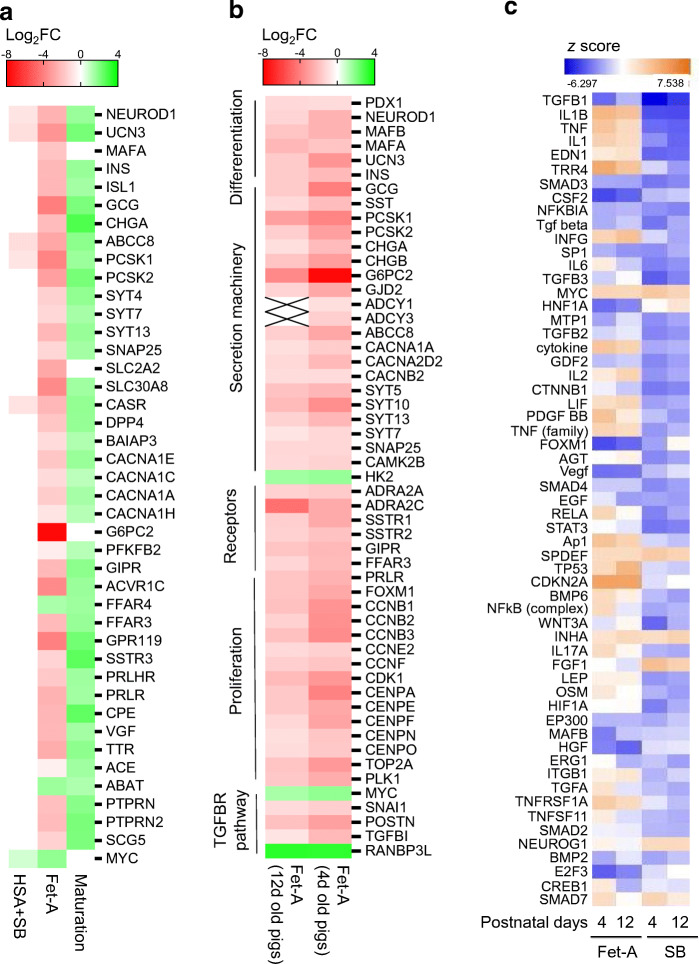
Transcriptome analysis of fetuin-A- and SB431542-treated NICCs. (**a**–**c**) RNAseq analysis of mRNA isolated from NICCs was performed as described in the Methods; (**a**) RNAseq-based heat map showing functional beta cell genes attributed to GO:0010817 (regulation of hormone levels) and upregulated (Log_2_FC > 1) in NICCs maturated in standard (HSA/d5 vs HSA/d1; *n* = 4) medium and changed (+1 > Log_2_FC < −1) by fetuin-A (Fet-A/d5 vs HSA/d5; *n* = 2) or by SB431542 (HSA + SB/d5 vs HSA/d5; *n* = 2). (**b**) Heat map showing differentially expressed (−1 > Log_2_FC > 1; Fet-A/d5 vs HSA/d5) genes in NICCs cultured with fetuin-A and isolated from 4-day-old (*n* = 2) and 12-day-old (*n* = 2) animals. (**c**) Upstream regulator analysis showing *z* score-based heat map of transcriptional regulators activated (*z* > 2) or inhibited (*z* <−2) in NICCs cultured in fetuin-A or HSA + SB431542 containing medium as indicated. NICCs were isolated from 4-day-old and 12-day-old animals. d, day; Fet-A, fetuin-A; SB, SB431542

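Fig. 4a gives n = 4 for maturation and n = 2 for each treatment, whereas the sample labels list 4 libraries of each condition, and the libraries the figure used are not identified in the text or figures of the paper. All 4 libraries were used here. Of the 994 genes upregulated by maturation, 402 (40.4%) were downregulated and 21 were upregulated by fetuin-A. With SB431542, 90 of the 994 genes (9.05%) were downregulated and 2 were upregulated, and 41 genes were downregulated by both treatments. Of the 329 genes downregulated by maturation, 32 were upregulated and 23 downregulated by fetuin-A. The HSA/d5 libraries enter the maturation and the treatment comparisons with opposite signs, so that chance variation in them adds to such overlaps. With 2 of the HSA/d5 libraries used for maturation and the other 2 for fetuin-A, between 263 and 300 genes were upregulated by maturation and downregulated by fetuin-A over the 6 possible choices. Using the same 2 HSA/d5 libraries for both comparisons gave between 191 and 523 such genes.

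Tests restricted to 2 libraries per group depended strongly on which libraries were taken. Over the 36 choices of 2 Fet-A/d5 and 2 HSA/d5 libraries, the number of downregulated genes ranged from 0 to 1007 and that of upregulated genes from 0 to 360, and 17 choices gave no gene in either direction. Over the 36 choices for SB431542, the ranges were 0 to 189 downregulated and 0 to 84 upregulated genes, with no gene in 19 choices. The libraries of a choice were not matched by islet preparation, and the spread was estimated from the chosen libraries alone. These ranges therefore do not tell how stable the paper's own comparison was.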

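Of the 1206 genes that fetuin-A changed and the 359 that SB431542 changed past the thresholds, 115 were the same genes, which is 32% of those changed by SB431542. In 94 of these (81.7%) both treatments changed expression in the same direction, with 89 genes lower and 5 higher than in HSA/d5. The remaining genes moved in opposite directions, 15 of them lower with fetuin-A and higher with SB431542, and 6 higher with fetuin-A and lower with SB431542. Both comparisons use the same HSA/d5 libraries, and chance variation in these moves both fold changes the same way. When 2 of the HSA/d5 libraries served fetuin-A and the other 2 served SB431542, between 51 and 77 genes were shared over the 6 possible choices, and between 46.8% and 89.7% of them had the same direction. In such a comparison, any difference between the 2 sets of HSA/d5 libraries moves the fold changes of the treatments in opposite directions. The same 2 libraries in both comparisons gave between 34 and 134 shared genes, of which between 82.4% and 94.6% had the same direction. The number of shared genes was 224 with surrogate variables for unexplained differences between libraries as covariates, and 56 when only the libraries of these 3 conditions entered the fit.

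**Figure D2:**
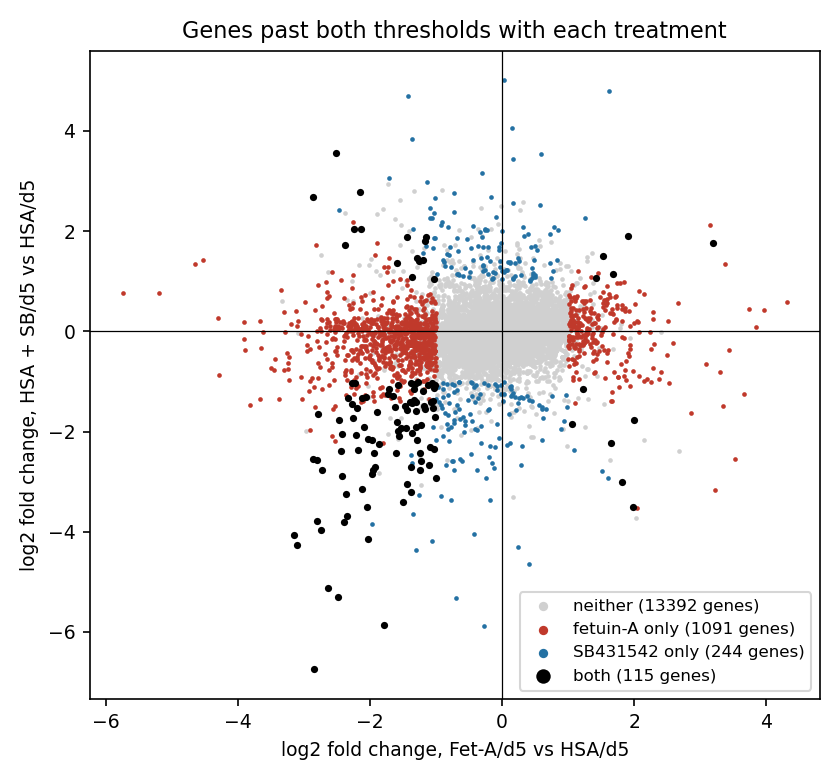
Log2 fold change of each of the 14842 genes in Fet-A/d5 vs HSA/d5 (x axis) and in HSA + SB/d5 vs HSA/d5 (y axis), with 1 point per gene coloured by whether it passed both thresholds with fetuin-A, SB431542, both or neither. Of the 115 genes past the thresholds with both, 89 lie in the lower left quadrant.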

A comparison of the gene sets altered by SB431542 and fetuin-A revealed 172 common targets, suggesting that fetuin-A regulates these genes via inhibition of TGFBR–SMAD2/3 signalling (ESM Fig. 2a). In accordance with reduced SMAD2/3 phosphorylation, fetuin-A altered expression of typical SMAD2/3 targets, such as c*MYC*, *SNAI1*, *TGFBI* or *POSTN* (Fig. 4b). It is noteworthy that the effect of fetuin-A on gene expression was age-independent, although slightly reduced in NICCs from older piglets (12d vs 4d old animals; Fig. 4b).

To identify common contributors to the transcriptional phenotypes of fetuin-A- and SB431542-treated NICCs, the respective differentially expressed genes (DEGs) were subjected to upstream regulator analysis (Ingenuity). The analysis relies on coordinated changes which impact on downstream targets of these contributors, regardless of whether the contributor’s own expression is altered. *z* scores predict activation or inhibition of such regulators. While *TGFβ1* emerged as the top ranking contributor, the analysis identified *SMAD2/3*, *SP1*, *FOXM1* and *MAFB* as transcriptional regulators inhibited by both fetuin-A and SB431542 (Fig. 4c).

These results endorse inhibition of TGFBR–SMAD2/3-dependent transcription as an important contributor to the phenotype of fetuin-A-treated NICCs.

To reveal cellular processes potentially affected by the DEGs, a GO overrepresentation analysis was performed. The maturation-upregulated gene set was enriched for terms related to insulin secretion, membrane potential, cell adhesion and cell–cell communication (Fig. 5a and ESM Fig. 2b). The fetuin-A-downregulated gene set was enriched for GO terms attributed to hormone level, cell adhesion, cell division and ECM organisation (Fig. 5b and ESM Fig. 2c). Similarly, the DEGs downregulated by SB431542 were enriched for terms associated with ECM organisation and cell adhesion (Fig. 5c and ESM Fig. 2d). Several GO terms were common for maturation-, fetuin-A- or SB431542-altered gene sets, indicating that fetuin-A and SB431542 impact on identical cellular processes, such as ECM organisation and cell adhesion. The GO ranking suggested regulation of insulin secretion as most probable consequence of gene upregulation upon maturation, while ECM organisation, cell adhesion and cell cycle processes were consequences of fetuin-A-downregulated genes (ESM Fig. 2b,c).

**Fig. 5:**
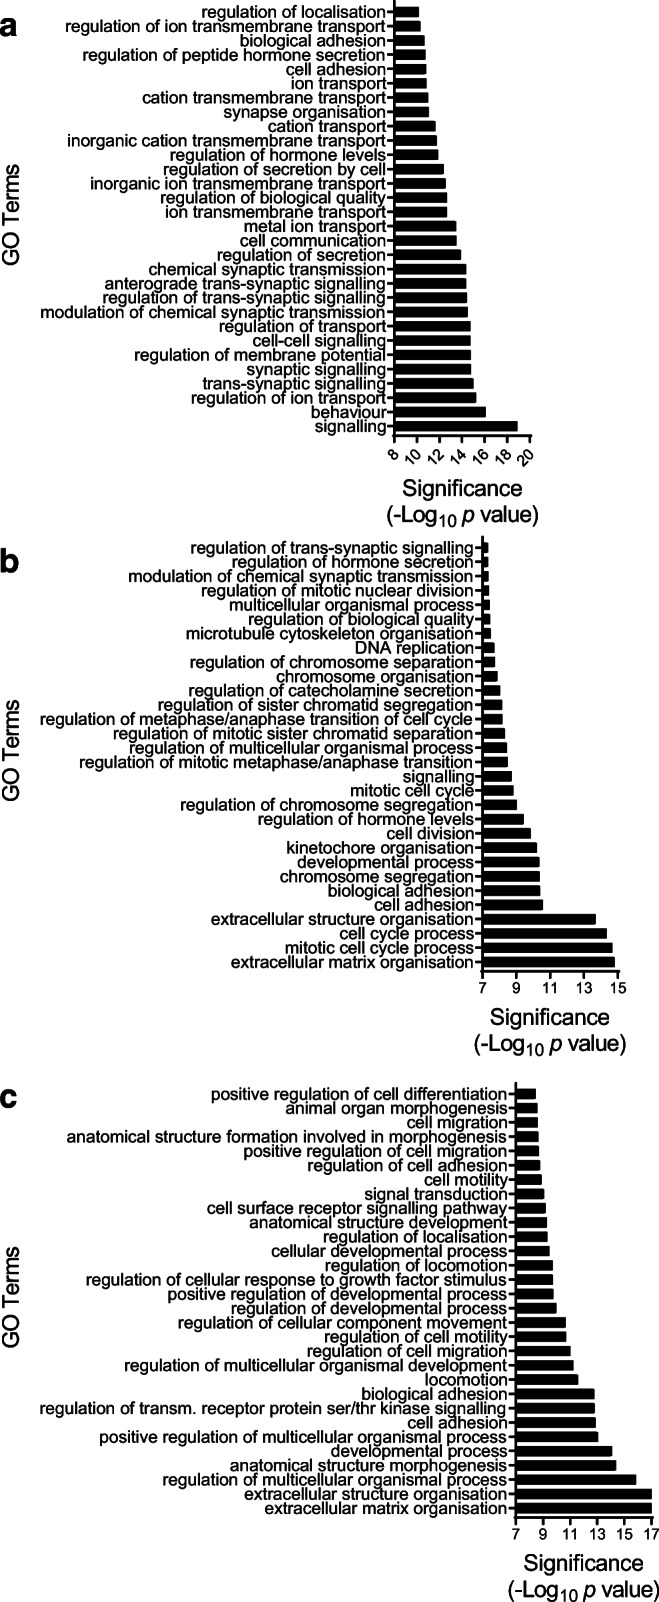
Pathway analysis of RNA sequencing in NICCs. RNAseq analysis of mRNA isolated from NICCs was performed as described under Methods. (**a**–**c**) Top 30 GO terms significantly enriched (*p* ≤ 10^−8^) in (**a**) DEGs upregulated upon maturation in standard medium and in (**b**, **c**) DEGs downregulated upon culture with (**b**) fetuin-A- and (**c**) HSA + SB431542-containing medium; false discovery rate< 2

### Fetuin-A impairs NICC proliferation

TGFBR–SMAD2/3 signalling inhibits beta cell proliferation via induction of p16/Ink4a. While SB431542 reduced the mRNA level of *CDKN2A* (see Fig. 2a), the transcriptome analysis suggested a stimulatory effect of fetuin-A on *CDKN2A*-dependent transcription (see Fig. 4c). On the other hand, fetuin-A and SB431542 increased cMYC expression (see Fig. 3e–h), a proliferative gene under negative regulation of SMAD2/3. Therefore, we examined the effects of fetuin-A and SB431542 on beta cell proliferation in more detail.

In contrast to SB431542 and in spite of reduced SMAD2/3 phosphorylation, fetuin-A increased *CDKN2A* expression, an effect counteracted by the TLR4 inhibitor CLI-095 (Fig. 6a). Fetuin-A did not alter the cellular distribution of p16/Ink4a in beta cells (Fig. 6b). Confirming the RNAseq data (Fig. 4b), fetuin-A reduced expression of genes regulating beta cell proliferation, i.e. *PRLR1*, *FOXM1*, *CENPA*, *TOP2A* and *CDK1* (Fig. 6c–g). Distinct to fetuin-A, SB431542 did not alter the expression of these genes. In line with this expression pattern, fetuin-A reduced (0.27 ± 0.08%), while SB431542 and prolactin increased (2.00 ± 0.21% and 2.49 ± 0.28%, respectively) the number of proliferating (i.e. Ki67-positive) beta cells (Fig. 6h–i).

**Fig. 6:**
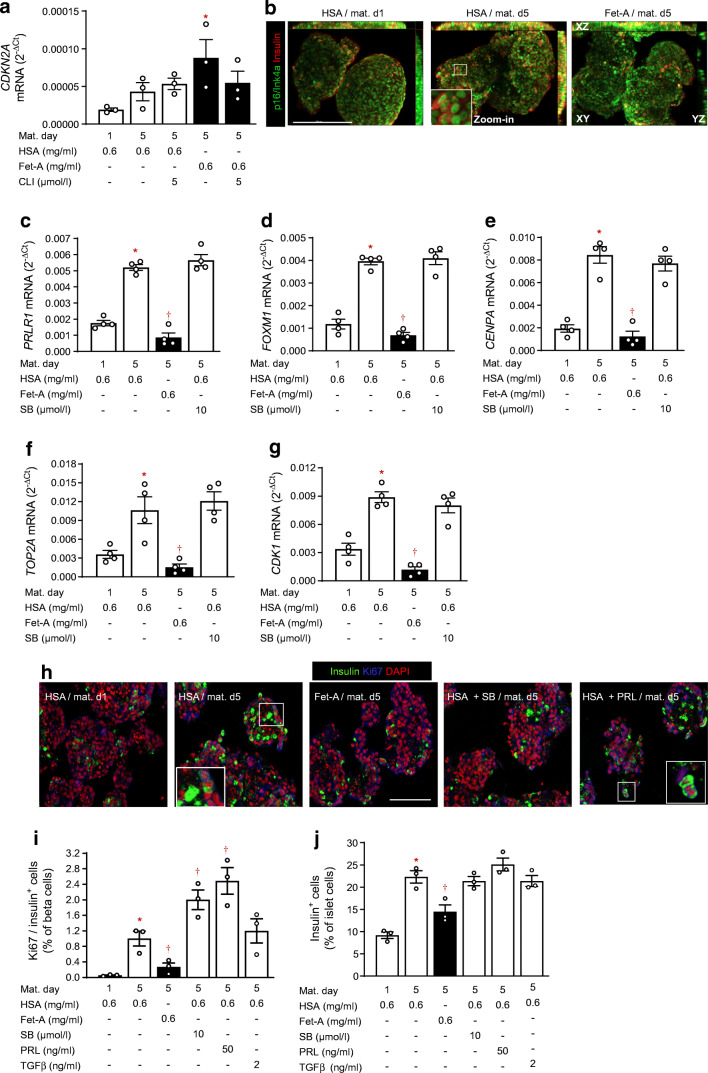
Fetuin-A inhibits beta cell proliferation. NICCs were cultured as described under Methods. (**a**; **c**–**g**) Relative mRNA levels (ΔC_t_ vs RPS13) assessed by qRT-PCR of (**a**) *CDKN2A*, (**c**) *PRLR1*, (**d**) *FOXM1*, (**e**) *CENPA*, (**f**) *TOP2A* and (**g**) *CDK1* expressed as mean ± SEM of *n* = 3–4 independent NICC preparations. (**b**) Maximum intensity projections of NICCs immunostained for p16/Ink4a (green) and insulin (red) preceding (HSA/mat. d1) and following maturation in standard medium (HSA/mat. d5) or in fetuin-A-containing medium (Fet-A/mat. d5); scale bar 200 μm. (**h**) Representative confocal microscopy pictures of NICCs immunostained for insulin (green) and Ki67 (blue) preceding (HSA/mat. d1) and following maturation in standard medium (HSA/mat. d5) or in medium containing fetuin-A (Fet-A/mat. d5), HSA + SB431542 (HSA + SB), or HSA + prolactin (10 ng/ml, HSA + PRL), as indicated; nuclei were stained with DAPI (red); scale bar 100 μm. (**i**, **j**) Percentage of (**i**) Ki67/insulin co-stained and (**j**) insulin-stained cells in NICCs cultured as indicated in (**h**). Results are expressed as mean ± SEM of *n* = 3 independent NICC preparations. Significant effects (*p* < 0.05, ANOVA) are *p< 0.05 vs immature NICCs (HSA/mat. d1); ^†^*p* < 0.05 vs maturated NICCs (HSA/mat. d5). CLI, CLI-095 (TLR4 inhibitor); d, day; Fet-A, fetuin-A; Mat., maturation; PRL, prolactin; SB, SB431542

These findings suggest that fetuin-A limits the proliferative expansion of beta cell mass. Indeed, the fetuin-A-treated NICCs displayed significantly lower numbers of beta cells (i.e. insulin-positive), in comparison with control NICCs (14.4 ± 1.2% and 22.3 ± 1.1%, respectively) (Fig. 6j). Despite increasing beta cell proliferation, SB431542 and prolactin had no effect on beta cell number (Fig. 6j).

### Fetuin-A impairs TGFBR signalling and glucose responsiveness of adult human islets

In order to translate these results to humans we examined whether fetuin-A impacts on TGFBR–SMAD2/3 signalling in isolated islets from organ donors. In human islets cultured for 2 days with fetuin-A, basal and TGFβ-1-stimulated SMAD2/3 phosphorylation were inhibited (Fig. 7a–c). In accordance, fetuin-A reduced nuclear accumulation of SMAD2/3 in cultured islet cells (Fig. 7d). An Affymetrix-based transcriptome analysis of human islets cultured for 2 days with fetuin-A revealed *RANBP3L* as the top upregulated gene, while *POSTN*, *CDK1*, *CENPF*, *TOP2A* and *TPX2* occupied prominent positions among the downregulated ones (Fig. 7f). Of note, the qRT-PCR analysis confirmed the fetuin-A-induced upregulation of RAN binding protein 3L (*RANBP3L*), a protein that regulates nuclear–cytosolic shuttling of SMADs (Fig. 7e, [29]). The fetuin-A-altered gene set was enriched in GO terms related to calcium transport and ECM organisation, and the GO ranking suggests calcium transport into the cytosol as functional consequence (Fig. 7g and ESM Fig. 3). Fetuin-A abolished glucose responsiveness of human islets (from 1.7-fold increase of secretion [*p* < 0.05] to 1.1-fold [*p* > 0.05]) by increasing basal secretion, an effect maintained in the islets co-treated with the TLR4 inhibitor CLI-095 (Fig. 7h). Notably, we found a negative correlation of islet beta cell area with the level of plasma fetuin-A in non-diabetic humans (*p* = 0.013; Fig. 7i–k and ESM Fig. 4).

**Fig. 7:**
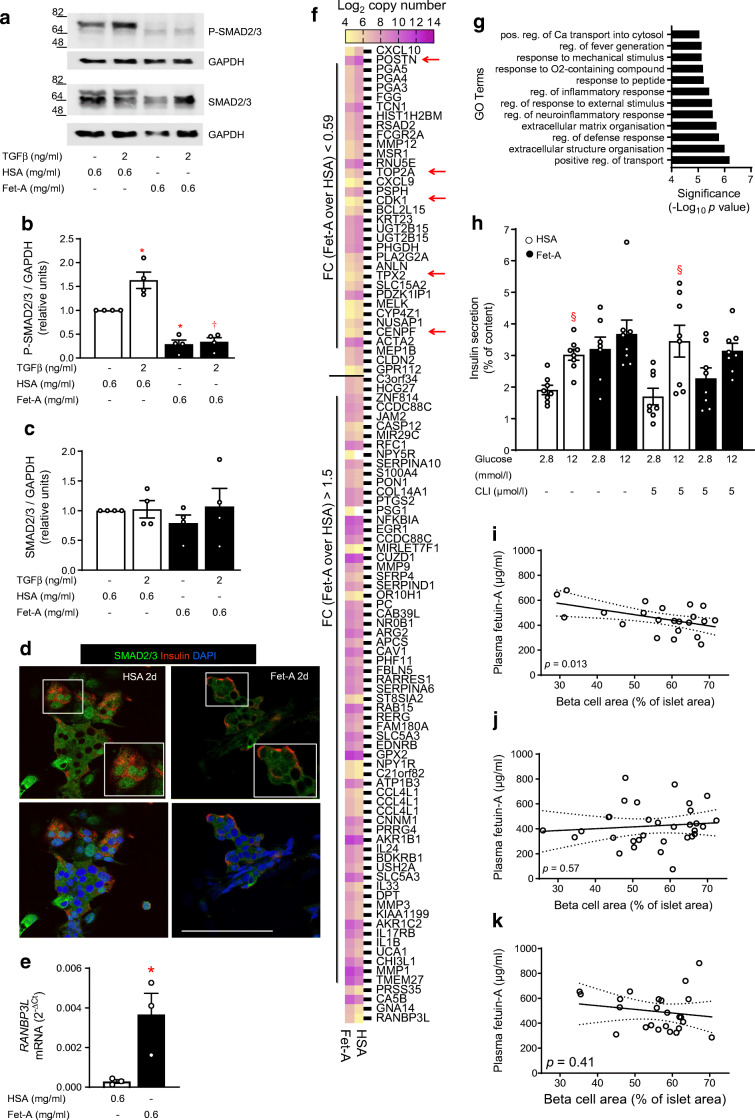
Fetuin-A inhibits TGFBR signalling and reduces functional maturity of human islets. Human islets from organ donors (ESM Table 2) were cultured for 2 days as indicated and described under Methods. (**a**–**c**) Representative western blots of P-SMAD2/3 and SMAD2/3 and respective quantitative analysis expressed as mean ± SEM of *n* = 4 independent human islet preparations. (**d**) Confocal microscopy pictures of isolated human islet cells stained for insulin (red) and SMAD2/3 (green); nuclei were stained with DAPI (blue); scale bar 100 μm. (**e**) Relative mRNA levels (ΔC_t_ vs RPS13) assessed by qRT-PCR and expressed as mean ± SEM of *n* = 3 independent preparations. (**f**) Affymetrix-based heat map showing expression level (Log_2_ copy number) of genes altered by fetuin-A (0.59 > fold change over HSA > 1.5) in isolated human islets cultured for 2 days with HSA or fetuin-A; red arrows indicate fetuin-A downregulated genes known to stimulate proliferation of beta cells. (**g**) GO terms significantly enriched in fetuin-A-altered DEGs. (**h**) Insulin secretion expressed as % of content presented as mean ± SEM of *n* = 8 replicates out of two independent human islet preparations. (**i**–**k**) Beta cell area was assessed in insulin-stained human pancreatic resections as described in the Methods. Correlation of beta cell area expressed as % of islet area with plasma levels of fetuin-A in (**i**) *n* = 22 non-diabetic human donors, (**j**) *n* = 32 donors with IGT/IFG and (**k**) *n* = 24 type 2 diabetic donors. Significant effects (*p* < 0.05, ANOVA) *p < 0.05 vs HSA; ^†^*p* < 0.05 vs HSA + TGFβ-1; ^§^*p* < 0.05 vs respective 2.8 mmol/l glucose. CLI, CLI-095 (TLR4 inhibitor); d, day; FC, fold change; Fet-A, fetuin-A; TGFβ, TGFβ-1

These results indicate that fetuin-A impairs functional maturity (i.e. GSIS, and TGFBR signalling) in adult islets. In addition, fetuin-A might compromise the adaptive increase of functional beta cell mass.

## Discussion

Investigating maturation of porcine neonatal islets, we found that fetuin-A disrupts both functional maturation and adaptive proliferation of beta cells. Fetuin-A inhibits TGFBR–SMAD2/3 signalling, a pathway essential for adequate expression of critical functional genes, while it diminishes beta cell proliferation in a TGFBR–SMAD2/3-independent manner.

### TGFBR–SMAD2/3 pathway sustains functional maturation of beta cells

During maturation, NICCs express and secrete TGFβ-1 which, in an autocrine/paracrine manner, stimulates TGFBR–SMAD2/3-dependent transcription, increasing *CDKN2A* expression. Thus, TGFBR–SMAD2/3 inhibition by SB431542 counteracted upregulation of *CDKN2A*, but also that of *NEUROD1*, *UCN3* and *ABCC8*. Of note, TGFBR–SMAD2/3 signalling repressed *ALDOB*, a disallowed gene in mature beta cells and a marker of functionally immature as well as of diabetic beta cells [8, 27, 28]. These results document a positive role of the TGFBR–SMAD2/3 pathway for functional maturation of beta cells. In accordance, mice with beta cell-specific deletion of *Smad2* display defective GSIS and overt diabetes along with increased islet proliferation and hyperplasia [30]. Likewise, iPSC-derived beta cells require active TGFBR–SMAD2/3 signalling for functional maturation, i.e. gain of glucose-responsive insulin secretion. In line with this, iPSC-derived beta cells exposed to SB431542 failed to restore normoglycaemia in recipient streptozotocin (STZ)-treated mice [14, 31].

### Fetuin-A impairs functional maturation of beta cells via inhibition of TGFBR signalling

The modest GSIS of matured NICCs is in accordance with previous observations, while transplantation augments their functional performance [22, 32–34]. However, glucose responsiveness was improved upon elevation of cellular cAMP via forskolin-induced activation of adenylate cyclase. A similar dependence of GSIS on cAMP has been previously observed in human neonatal islets and in adult islet cells [1, 2, 35].

Fetuin-A selectively inhibits GSIS and functional maturation of NICCs via modulation of gene expression. The reduced expression of genes governing endocrine identity and maturation (*PDX1,* *NEUROD1,* *UCN3*), cell connectivity (*GJD2*), hormone processing (*PCSK1/2*), stimulus-secretion coupling (*ABCC8*), calcium sensing (*SYT4/7*) and exocytosis (*SNAP25*) convey the inhibitory effect of fetuin-A on GSIS. An inadequate cell–cell communication owing to low *GJD2* expression may contribute to the low glucose responsiveness, since connexion-36 expression is required for Ca^2+^ oscillations and GSIS [36].

The transcriptome analysis identified inhibition of TGFβ-1–SMAD2/3-regulated transcription as an essential contributor to the phenotype of fetuin-A-treated NICCs. A positive role of TGFBR–SMAD2/3 for beta cell function is further substantiated by the increased expression of c*MYC*, a well-known target of TGFBR–SMAD2/3, upon inhibition of TGFBR either with SB431542 or with fetuin-A [37]. Particularly, the upregulation of cMYC in adult beta cells was reported to generate a neonatal-like phenotype, i.e. increased basal secretion and loss of GSIS [5, 38]. Fetuin-A-treated human islets display increased basal secretion, allowing the assumption that fetuin-A enforces a dematuration process, as increased basal secretion is characteristic of immature islets as well as of islets of humans with type 2 diabetes [1, 39]. In line with this, in human islets fetuin-A upregulated expression of *TMEM27*, a gene recently associated with beta cell juvenile phenotype [40].

We found an extensive fetuin-A- and SB431542-induced dysregulation of genes related to cell–cell communication, cell adhesion and ECM. TGFBR signalling is in fact the master regulator of ECM organisation, while ECM components such as matrix metalloproteinases (MMPs) activate latent TGFβ ligands. Moreover, there is increasing evidence that islet ECM determines beta cell function [41, 42]. Therefore, fetuin-A-induced inhibition of TGFBR signalling may impact on beta cell function also via alterations of islet ECM. One of the top genes downregulated by fetuin-A was the SMAD3 target *POSTN* (which encodes periostin), an ECM component secreted by islet pericytes and stellate cells. Whether ECM remodelling underlies the inhibitory effect of fetuin-A on human islet function needs further experimental evidence. Indeed, periostin was found to sustain beta cell regeneration and function recovery in STZ-treated mice [43–45].

Fetuin-A reduced phosphorylation and nuclear localisation of SMAD2/3 in human islet cells, and it upregulated *RANBP3L*, a chaperone involved in nuclear export of SMADs [29]. Since the epigenetic landscapes of neonatal and adult beta cells differ considerably, and SMAD action is subjected to epigenetic regulation [8], it is reasonable to assume that the fetuin-A-modulated TGFBR–SMAD pathway yields distinct outcomes in adult and neonatal islets. Yet, according to the GO ranking, cytosolic Ca^2+^ trafficking and ECM organisation are functional consequences of fetuin-A-altered gene expression in human islets. We previously showed that fetuin-A alters Ca^2+^ sensitivity of insulin secretion in adult human islets, an observation in conformity with its Ca^2+^-binding ability [21].

### TGFBR–SMAD2/3 inhibition and fetuin-A exert opposing effects on beta cell proliferation

Neonatal beta cells are proliferative and functionally immature [2, 46]. To achieve full glucose-responsive insulin secretion they undergo a maturation process accompanied by rapid decline of proliferative capacity [1, 40]. To the contrary, adult beta cells are differentiated and refractive toward proliferation, and they acquire an immature neonatal-like phenotype when primed to undergo cell cycling, i.e. following expression of non-oncogenic levels of cMYC [5]. In this respect, our results showing that fetuin-A diminished both functional maturation and proliferation of NICCs were unexpected.

Fetuin-A-induced upregulation of c*MYC* did not suffice to boost beta cell proliferation, since expression of *CDKN2A*, the potent inhibitor of beta cell proliferation, remained high [47]. Of note, the TLR4 inhibitor CLI-095 counteracted the fetuin-A-mediated increase of *CDKN2A* (see Fig. 6a). Fetuin-A is an endogenous ligand of TLR4 [19]; therefore contribution of this receptor to the effect of fetuin-A on *CDKN2A* cannot be excluded. Fetuin-A, a physiological inhibitor of insulin receptor (IR), reduced expression of *FOXM1*, a transcription factor acting downstream of IR and a master regulator of a proliferative pathway comprising *TOP2A*, *CDK1*, *PLK1* and *CENPA* and also operating in human adult beta cells. Unlike cMYC-dependent proliferation, FOXM1-driven proliferation does not harm beta cell function, thereby allowing compensatory increase of functional beta cell mass [5, 48]. Indeed, we found a reduced number of proliferative beta cells in fetuin-A-treated NICCs.

*TOP2A*, *CDK1*, *CENPF* and *TPX2* (red arrows, Fig. 7f) are top upregulated genes in proliferating beta cells, while reduced *TPX2* expression was recently found in human islets exposed to glucolipotoxicity [49, 50]. Downregulation of these genes in fetuin-A-treated human islets suggests a persistent inhibitory effect of fetuin-A on proliferation. In line with this, in non-diabetic humans, plasma fetuin-A level was negatively correlated with beta cell area, suggesting that fetuin-A constrains expansion of functional beta cell mass required by an increased insulin demand.

Distinct to fetuin-A, SB431542 reduced *CDKN2A* expression and increased NICC proliferation, suggesting that *CDKN2A* downregulation is mandatory for beta cell proliferation [47]. However, inhibition of TGFBR impaired functional maturity of beta cells, i.e. cMYC and ALDOB upregulation, which might explain why SB431542 did not increase beta cell number (Fig. 6j). Thus, inhibition of this pathway is an unsuitable strategy for increasing beta cell mass.

In conclusion, we propose that fetuin-A is a negative modulator of function and proliferation of beta cells. The perinatal drop in fetuin-A production favours postnatal maturation and proliferation of neonatal beta cells. During adult life, a chronic fatty liver-induced elevation of serum fetuin-A impairs both functional maturity and the adaptive increase of adult beta cell mass, thereby accelerating the onset of type 2 diabetes.

## Supplementary Information

ESM

## Data Availability

The RNAseq datasets and computer code produced in this study are available in the Gene Expression Omnibus (GEO): GSE144950; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE144950

## Abbreviations

ALDOB: Aldolase B
BMP: Bone morphogenic protein
DEG: Differentially expressed genes
ECIT: European Consortium for Islet Transplantation
ECM: Extracellular matrix
GO: Gene Ontology
GSIS: Glucose-stimulated insulin secretion
HSA: Human serum albumin
IGT: Impaired glucose tolerance
IFG: Impaired fasting glucose
iPSC: Induced pluripotent stem cell
IR: Insulin receptor
Log_2_FC: Log_2_ fold change
NICC: Neonatal islet cell cluster
RNAseq: RNA sequencing
qRT-PCR: Reverse transcription quantitative real-time PCR
STZ: Streptozotocin
TGFBR: TGFβ receptor
TLR4: Toll-like receptor 4

How the deposited data were processed for this re-analysis (not part of the article)

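RNA was measured by strand-specific, poly-A-selected RNAseq in NICCs of 6 conditions: HSA at maturation d1, and HSA, fetuin-A, HSA + SB431542, HSA + LDN and HSA + SB431542 + LDN at maturation d5, with 4 libraries each. LDN is the name the sample labels give to a further addition to the medium; neither its identity nor its dose is stated there, and the text of the paper does not name it. Conditions were taken from the sample labels. Where the labels listed 2 runs of a library, which was the case for 6 of the 24 libraries, the deposited table had a single column and the library was counted once.

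The authors deposited raw read counts per gene, as whole numbers, for 25880 Ensembl gene identifiers and 24 libraries. The text of the paper refers to its electronic supplement for the transcriptome methods. The aligner, the counting tool, the genome build and the annotation behind the deposited counts, and the way repeated runs were joined, are therefore not known here. No column of the table was left unused. The table of pig RefSeq genes used here lists 30371 genes and pairs 0 of them with an Ensembl identifier, so no identifier was given a gene symbol. The genes named by the paper, its GO and upstream regulator analyses, and a planned test of the proliferation genes of Fig. 4b were for this reason not analysed here. Gene length and GC content were not examined for the same reason. The effect of the age of the piglets was not analysed here, because no library was assigned to an age.

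Total counts per library ranged from 18883734 to 24346119, with a median of 20924473. In HSA + LDN/d5 they ranged from 18883734 to 21194279 (median 20307174) and in HSA + SB + LDN/d5 from 19741452 to 21012848 (median 20730392). Over the 36 pairs of libraries of the same condition, Spearman's rho of the counts across genes was between 0.978 and 0.993, and the median chi-square per degree of freedom was 43.7.

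Tests used edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were normalised with TMM, and a model with 1 coefficient per condition and no covariate was fitted to all 24 libraries with glmQLFit and tested with glmQLFTest. The p values were adjusted by the Benjamini-Hochberg method over the 14842 genes tested. Up- and downregulated genes had an absolute log2 fold change above 1 and an adjusted p below 0.05. The comparisons were HSA/d5 vs HSA/d1, each treatment vs HSA/d5, fetuin-A vs SB431542, and the interaction of SB431542 with LDN. Further comparisons were Fet-A/d5 vs HSA/d1, and HSA + SB + LDN/d5 vs HSA + SB/d5 and vs HSA + LDN/d5. Principal components were computed from log2 CPM with a prior count of 2. The procedure was tested on simulated counts with the means, dispersions and library sizes of the real genes. Of 200 genes changed by 2 on the log2 scale among 14842, 88.5% were recovered with edgeR, with 3 false calls.

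The designs, thresholds and alternatives were set before the data were examined, except for the fit with surrogate variables of HSA + SB + LDN/d5 against HSA + SB/d5, which was added afterwards. Tests of possible explanations were chosen after the numbers of genes had been seen. Added after a result was seen were the comparison of HSA + SB + LDN/d5 with separate controls and the splits on unadjusted p. The same holds for the ratio under other scalings and the comparisons of fetuin-A with d1 in separate libraries. The alternatives were the size factors of DESeq2 or upper-quartile normalisation in place of TMM, the Wald test of DESeq2 1.42.0 in place of edgeR, no filter on low counts or at least 10 counts in every library, and a fit of only the conditions compared. Others were 3 surrogate variables from sva 3.50.0 as covariates, glmTreat against a log2 fold change of 1, and each library left out in turn. For fetuin-A and SB431542, all choices of 2 libraries per group were also fitted, and for the overlaps, different HSA/d5 libraries in each comparison. The rule for naming genes, set beforehand, admitted genes named by the paper and the largest changes among genes with a symbol. No gene could meet it. The 4 identifiers given were chosen after their values were seen, by the smallest p among genes whose groups did not overlap. A first choice by the largest fold change had given genes with very low counts or with 1 library far above the others. How often other splits of the libraries gave as many genes was counted over all 35 splits of 8 libraries, or over 100 splits, the real one included and the others drawn at random, where more than 2 conditions were involved.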

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

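The number of genes had been seen when the tests in this part were chosen, but not their outcomes, except for the comparison with separate controls and the fit with surrogate variables of HSA + SB + LDN/d5 against HSA + SB/d5. The libraries of HSA + SB + LDN/d5, which the paper does not report on, differed from HSA/d5 in 208 genes past both thresholds, 82 higher and 126 lower. Of the 35 splits of these 8 libraries, 1 gave as many genes, the real one, and the largest number from another split was 26. A difference in sequencing depth was tested by thinning every library at random to 18883734 reads, the smallest total, which left 210 genes. Median totals were close, at 21433914 in HSA/d5 and 20730392 in HSA + SB + LDN/d5, so this step could hardly move the number. Of the 208 genes, 185 (88.9%) were also changed by SB431542 without LDN and in the same direction, and 0 were changed in the opposite direction. Both comparisons share the HSA/d5 libraries. With separate controls, HSA + SB + LDN/d5 differed from HSA + LDN/d5 in 123 genes, 36 higher and 87 lower. Of these, 116 were also changed by SB431542 against HSA/d5 in the same direction and 0 in the opposite direction. Fetuin-A changed 52 of the 208 genes in the same direction. The explanation of no addition by LDN to SB431542 was tested by a direct comparison of HSA + SB + LDN/d5 with HSA + SB/d5. It gave 0 genes past the thresholds and 408 at an unadjusted p below 0.05, fewer than the 742 expected by chance among 14842 genes. With surrogate variables as covariates, a fit added after the data were seen, it gave 2 genes past the thresholds and 1434 at an unadjusted p below 0.05. The comparison therefore cannot tell whether LDN adds to the effect of SB431542, and whether LDN acted in these cultures was not tested. Gene length, GC content, reads shared between similar genes and the mixture of cells were not tested either, so the signal cannot be told apart from these. The count also depended on the model: 54 genes were called when only these 2 conditions were fitted, and 530 with surrogate variables as covariates.

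A search for libraries far from the others of their condition covered 30 groups of 4 values. These were total count, genes with a count, share of counts in the 10 most abundant genes and both principal components in each condition. It found 0 past Dixon's critical value. With only 4 values per group, Dixon's test finds only extreme values, so this does not show that no library stands apart. The chi-square per degree of freedom between S35176 and the other HSA/d5 libraries was 62.2 to 74.1. Against S35182 it was 67.8, whereas the pair with the highest library numbers gave 19.0 to 31.9 in the other conditions. S35182 was also far from S35164 (62.1) and S35170 (69.0), so the values do not single out S35176.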

How the results depend on the processing

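The numbers of up- and downregulated genes, the overlaps and the direct comparison of fetuin-A with SB431542 stayed within 1.5 times their values with the size factors of DESeq2, with upper-quartile normalisation, with the Wald test of DESeq2 and with no filter on low counts. HSA + LDN and the interaction of SB431542 with LDN gave 0 genes under every alternative that was run for them. Their numbers at an unadjusted p below 0.05 were 180 and 174. Upregulated genes made up 22.6% of the calls with fetuin-A under TMM, 22.5% under the size factors of DESeq2 and 20.2% under upper-quartile normalisation.

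A test against a log2 fold change of 1 (glmTreat) left 84 up- and 30 downregulated genes for maturation, 29 and 227 for fetuin-A, and 12 and 42 for SB431542. It left 18 genes for SB431542 with LDN, 406 between fetuin-A and SB431542, 7 common targets and 24 genes upregulated by maturation and downregulated by fetuin-A. With at least 10 counts in every library, maturation downregulated 187 genes, fetuin-A upregulated 169 and SB431542 upregulated 84. SB431542 with LDN changed 135, and 74 were common targets. This filter removes genes that fall to low counts in any condition. With only the libraries of the groups compared, SB431542 up- and downregulated 68 and 91 genes, SB431542 with LDN changed 54, and 56 were common targets. With 3 surrogate variables as covariates, these numbers were 280, 371, 530 and 224. HSA + SB + LDN/d5 differed from HSA + SB/d5 in 2 genes with these covariates and in 0 without them; this alternative was chosen after the data were seen. The cause was not tested for any of these shifts.

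With 2 libraries per group, the lowest of the 36 choices gave 0 up- and 0 downregulated genes for fetuin-A and 0 and 0 for SB431542. The medians were 0.5 and 0.5 for fetuin-A and 0 and 0 for SB431542, and the highest number upregulated by SB431542 was 84. A total of 12 of the 36 choices for fetuin-A and 3 of those for SB431542 gave at least 100 genes. The choices were not matched by islet preparation. Different HSA/d5 libraries in each comparison gave at the lowest 51 common targets and 263 genes upregulated by maturation and downregulated by fetuin-A.

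With each library left out in turn, maturation gave from 797 to 1120 upregulated and from 245 to 404 downregulated genes. Fetuin-A gave from 217 to 389 and from 756 to 1056, and SB431542 from 92 to 127 and from 144 to 269. The common targets ranged from 71 to 166, SB431542 with LDN from 128 to 226, fetuin-A against SB431542 from 1291 to 1648, and genes upregulated by maturation and downregulated by fetuin-A from 301 to 485. The log2 fold changes of the 4 identifiers given beside the comparison of fetuin-A with HSA kept their sign in all 16 alternative fits. Both downregulated genes were called in each of them. Both upregulated genes were called in 15 and lost with glmTreat (adjusted p = 1). The ranges were -1.88 to -1.76 for ENSSSCG00000036080, -1.89 to -1.69 for ENSSSCG00000034913, 1.01 to 1.10 for ENSSSCG00000000094 and 1.01 to 1.15 for ENSSSCG00000026981.

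No paired analysis was run, because the labels do not assign the libraries to islet preparations. The library numbers run through all 6 conditions in a repeating order. This order was not taken as an assignment to preparations, so whether pairing by it would change the numbers of genes is not known. The fit with surrogate variables is no pairing. It gave 1012 up- and 452 downregulated genes for maturation, 293 and 995 for fetuin-A and 280 and 371 for SB431542. Each number is above that without covariates, whereas genes upregulated by maturation and downregulated by fetuin-A fell from 402 to 396. Without covariates, LDN and the interaction gave 180 and 174 genes at an unadjusted p below 0.05, of 742 expected by chance. The fits with only the first or only the second run of a library were not run, because the table does not separate the runs. The test of the proliferation genes of Fig. 4b and the fold changes of genes named by the paper were not run, because the identifiers were not paired with symbols. Thinning every library to the smallest total left 972 and 322 genes for maturation, 263 and 927 for fetuin-A and 131 and 215 for SB431542.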

Differences from the paper's values

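The paper's number of genes upregulated by fetuin-A is 423, and 273 were found here. Among the alternatives set before the data were examined, the number came within 1.5 times the paper's with no filter on low counts (309) and with surrogate variables as covariates (293). It also did so without one HSA/d5 library (S35176, 389), without any one of 3 Fet-A/d5 libraries (S35165, 285; S35177, 314; S35183, 310), and at the highest of the 36 choices of 2 libraries per group (360). It did not with the size factors of DESeq2 (272), upper-quartile normalisation (249), the Wald test of DESeq2 (281), at least 10 counts in every library (169), glmTreat (29) or only the groups compared (202). The same holds without any of the other 4 libraries (217 to 270), and at the lowest and the median of the 36 choices (0 and 0.5). None of these reached 423.

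The other numbers lay within 1.5 times the paper's. For maturation, 994 up- and 329 downregulated genes compare with the paper's 882 and 328. For fetuin-A, 933 downregulated genes compare with the paper's 1198, and for SB431542, 136 and 223 genes compare with the paper's 156 and 289. The 115 common targets compare with the paper's 172, a number that, among the alternatives run, was passed with surrogate variables as covariates (224).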

Other observations

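The numbers of genes called had been seen when the tests in this part were chosen. Chosen only after a result they bear on was seen were the splits on unadjusted p, the ratio under other scalings and the comparisons of fetuin-A with d1 in separate libraries.

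Other splits of the libraries were counted for each comparison. For maturation, 1 of the 35 splits of the 8 libraries, the real one, gave as many upregulated genes, and 1 of 35 as many downregulated genes. No other split gave more than 13 in either direction. The same was found for fetuin-A (1 of 35 splits for the upregulated and 1 of 35 for the downregulated genes), SB431542 (1 of 35 and 1 of 35) and fetuin-A against SB431542 (1 of 35). However, another split of the fetuin-A and HSA/d5 libraries gave 248 genes in one direction, close to the 273 upregulated by fetuin-A, and one of the SB431542 and HSA/d5 libraries gave 85. In both of these splits, 3 of the 4 libraries of each condition stayed together, and the HSA/d5 library exchanged was S35176. The split of the maturation libraries with 13 genes had the same form and also exchanged S35176. Keeping 3 of 4 libraries together therefore does not by itself explain the larger numbers. For the common targets, 3 of 100 splits of the 12 libraries gave 115 or more, the largest number being 205. For the genes upregulated by maturation and downregulated by fetuin-A, 1 of 100 splits gave as many.

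The HSA + LDN libraries, which the paper does not report on, did not differ from HSA/d5 in any gene past the thresholds (0 genes, 180 at an unadjusted p below 0.05), and 29 of the 35 splits of these 8 libraries gave at least 180 such genes. The interaction of SB431542 with LDN gave 0 genes, 174 at an unadjusted p below 0.05, and 81 of 100 splits gave as many. The simulation made calls at this group size (177 of 200 genes changed by 2 on the log2 scale). Its changes were placed in the fetuin-A group, and its libraries had no differences between preparations. It does not tell whether smaller effects of LDN or an interaction would be found here. The median over the other splits was 563.5 genes for LDN and 475 for the interaction, so that libraries mixed across conditions differed more than the conditions did. The model leaves out the islet preparations, which the labels do not assign to libraries, and both counts were also 0 with surrogate variables as covariates (641 and 592 genes at an unadjusted p below 0.05, of 742 expected by chance). Whether LDN acted in these cultures was not tested, so the counts do not show that it has no effect.

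More genes were downregulated (933) than upregulated (273) by fetuin-A. At an adjusted p below 0.05 alone, 2712 genes were higher and 2572 lower. The excess was therefore limited to genes past the fold change threshold. The ratio of downregulated to upregulated genes was 3.52 after thinning every library to the smallest total and at least 3.44 under the other scalings of the libraries. Median totals were close, at 21433914 in HSA/d5 and 21101866 in Fet-A/d5, so thinning could hardly move the ratio. The ratio was 3.42 without the 20 most abundant genes, a step that could hardly move the result because TMM normalisation trims such genes. It therefore tells nothing about a few genes taking most of the counts. The 10 most abundant genes took 7.94% of the counts in HSA/d5 and 8.44% in Fet-A/d5 on average. Gene length, GC content, reads shared between similar genes and the mixture of cells were not tested, so the excess cannot be told apart from these.

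The HSA/d5 libraries are shared by the comparisons behind both overlaps. As a test of shared control libraries, the mean number of common targets with different HSA/d5 libraries in each comparison was 0.795 times the mean with the same 2 libraries in both. The factor was 0.797 for the genes upregulated by maturation and downregulated by fetuin-A. The ranges over the 6 choices overlapped (51 to 77 against 34 to 134, and 263 to 300 against 191 to 523), so how much the sharing adds is not settled. For the common targets, different HSA/d5 libraries lower the number of genes changed in the same direction and raise that in opposite directions wherever the 2 sets of libraries differ, and the same libraries do the reverse. The mean number with the same direction was 42.2 with different and 73.3 with the same 2 libraries, and the mean share was 68.4% and 89.6%. The test therefore cannot tell how many common targets come from the shared control.

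A hypothesis was tested that fetuin-A only holds back maturation, so that genes outside the maturation-upregulated set would not fall below their level at d1. Of the 933 genes downregulated by fetuin-A, 531 were not upregulated by maturation, and 309 of these (58.2%) were also lower in Fet-A/d5 than in HSA/d1 past both thresholds. As the same libraries chose and tested these genes, the test was repeated with 2 Fet-A/d5 libraries choosing the genes and the other 2 tested against HSA/d1. Between 28.7% and 67.6% of the genes were then lower than in HSA/d1 over the 6 choices. These percentages do not bear on the hypothesis. Genes that fell relative to d5 and had not risen from d1 are by this choice apt to lie below d1. Of the 402 genes upregulated by maturation and downregulated by fetuin-A, which were not chosen in this way, 43 were lower in Fet-A/d5 than in HSA/d1 past both thresholds and 13 were higher. Of the 994 genes upregulated by maturation, 293 were higher in Fet-A/d5 than in HSA/d1.

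If fetuin-A only holds back maturation, expression with fetuin-A would lie between the levels at d1 and d5. Without any choice of genes by maturation, 165 genes were higher and 352 lower in Fet-A/d5 than in both HSA/d5 and HSA/d1, past both thresholds. With 2 Fet-A/d5 libraries compared with HSA/d5 and the other 2 with HSA/d1, between 110 and 126 genes were higher and between 204 and 317 lower than both over the 6 choices. These were 19.9% to 55.4% of the genes changed against HSA/d5. Of the 273 genes upregulated by fetuin-A, 32 were downregulated by maturation. Holding back maturation alone does not give these values, and fetuin-A may also change genes in ways unrelated to maturation. A change in the mixture of cells was not tested and cannot be told apart from this.

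In the principal components, libraries of one condition lay far apart. On the second component, in the order of the library numbers in the labels, the HSA/d1 libraries were at -46.1, -37.5, -17.7 and -9.38, the HSA/d5 libraries at -8.99, -6.05, 30.0 and 27.3, and the Fet-A/d5 libraries at 27.1, 37.4, 52.7 and 58.2. The HSA + SB/d5 libraries were at -32.4, -28.6, -5.17 and 6.97, the HSA + LDN/d5 libraries at -13.3, -6.94, 12.6 and 24.8, and the HSA + SB + LDN/d5 libraries at -35.5, -26.9, -7.83 and 5.37. In each of the 6 conditions, the 2 libraries with the lower numbers thus lay below the other 2, so that this spread was shared by the conditions. On the first component, in the same order, the HSA/d1 libraries were at -46.2, -52.7, -16.6 and -7.16, the HSA/d5 libraries at 12.2, 0.987, 8.30 and 42.4, and the Fet-A/d5 libraries at -56.6, -73.6, -19.2 and -24.8. The HSA + SB/d5 libraries were there at 4.003, -5.91, 25.45 and 37.31. The HSA + LDN/d5 libraries were at 14.29, 0.2124, 31.58 and 43.54, and the HSA + SB + LDN/d5 libraries at 11.23, 0.8702, 31.94 and 38.31. On this component too, the 2 libraries with the lower numbers lay below the other 2, in every condition but HSA/d5. The labels give no preparation, batch or age for these libraries, so they were not grouped by this pattern, and no explanation of it was tested.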
